A study of Homo sapiens with 52 samples. Its data were reported in "Chemical genomics reveals histone deacetylases are required for core regulatory transcription" (2019).

How the data were processed

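RNA-seq of fusion-positive rhabdomyosarcoma (FP-RMS) cells treated with small molecules was analysed from 52 gene-level tables. FP-RMS is a childhood soft tissue tumour that carries a PAX3-FOXO1 fusion gene, and RH4 and RH41 are established cell lines derived from it. The authors extracted total RNA, selected poly-A RNA, sequenced paired-end libraries, aligned the reads to the human genome build hg19 with STAR and computed expression with RSEM. The deposited values are TPM, that is transcript numbers scaled to a fixed total, one value per gene and sample, normalised by the authors for gene length and library size; each column summed to the same total, and replicates were not pooled. All tables listed the same 27043 gene names.

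Samples were grouped from the labels only. The screen held 44 samples: 20 compounds with 1 high-dose and 1 low-dose sample each, the high dose being 10 times the low dose, and 4 DMSO (solvent) controls, 2 at 0.1% and 2 at 0.2%. Their exposure was 6 h. Compounds were sorted by the target in the labels. Inhibitors of histone deacetylases (HDACs), of bromodomains or of the CREBBP/EP300 bromodomain formed the acetylation axis (7 compounds). Inhibitors of histone methyltransferases, demethylases or a methyl-lysine reader formed the methylation axis (11 compounds). PFI-3, labelled with the target SMARCA4, and the MEK inhibitor trametinib were placed in neither. As PFI-3 could also be counted on the acetylation axis, an alternative did so. Log2 values of both doses of a compound were averaged and set against the mean of the 4 DMSO samples. The study's methods average FPKM over replicate experiments before taking the ratio to 4 DMSO samples, so the averaging here differs in unit and order. A further experiment held N1302 with 1 DMSO sample, and a time course held entinostat and DMSO at 1, 6 and 24 h, 1 sample each; both compounds inhibit HDACs. The titles of the screen samples say RH41 while their cell-line label says RH4, and no main test therefore set screen samples directly against the other samples; the overlap with N1302 used changes relative to each experiment's own DMSO. An alternative added N1302 and entinostat, each relative to its own DMSO, to the acetylation axis, and the controls of the experiments were set side by side as a description.

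The depth was worked out from the values. TPM values of a gene were whole multiples of a common step across samples, after allowing for 1 scale factor per sample, in 23636 of the 23645 genes with a TPM above 0, or 99.96%. Dividing by the step gave whole read numbers, the smallest that fit. The study's methods name RSEM, and which step gave values of this form was not known. On 6000 simulated genes in 20 simulated samples the procedure returned 99.4% of the counts exactly. The sums ranged from 5585570 to 40374053 reads per sample. They served to describe depth and for alternatives added after the data were seen, never for the main tests. For samples without replicates the read numbers limit the precision, and they say nothing about variation between cultures.

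Expression was analysed as log2(TPM + 1), so a fold change is on that scale and understates the change of genes with low values. Genes with a TPM of at least 1 in 2 or more of the 52 samples were tested (16359 genes). The core regulatory transcription factor (CR TF) score was the mean, over MYOD1, MYOG, SOX8, MYCN, FOXF1 and PAX3, of the difference in log2(TPM + 1) from the reference samples. Differences in score between axes were tested with an exact two-sided permutation test with compounds as units, and dose effects with a two-sided sign-flip permutation test that enumerated every arrangement. Genes were tested with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with a mean-variance trend) and Benjamini-Hochberg adjustment. For each compound against DMSO all 44 screen samples entered one fit, and a gene was called at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. Axes were compared with limma on the 18 compound means. Adjusted p-values in the text are limma's. Where a group had 1 sample no p was computed, and the score was placed among 10000 random lists of 6 genes drawn from 201 neighbours in expression of each gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 did the rest.

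The limma fit was tested on simulated data. Of 200 genes changed in 1 compound among 16350 simulated genes, 199 were called, with 0 false calls. In a simulated axis comparison of 16359 genes, 200 of 200 changed genes were called, with 8 false calls. The simulated changes were large and equal in all changed samples or compounds, whereas the real compounds of an axis were uneven. The simulations thus check that the fits run and do not measure their power on the real data.

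The genes named in the text follow a rule set before the data were examined: the 6 CR TFs in every comparison, the 3 lowest and 3 highest genes shared by LAQ824, Merck60 and N1302, and the 3 genes with the smallest p in each direction among genes that differed between axes. As no gene differed between axes at the threshold, none is named there. CTGF is named outside this rule. The alternatives fixed at that stage were a pseudocount of 0.1, median-ratio scaling of samples over 6316 genes with a TPM of at least 10 in every sample, other filters on low values, other gene sets for the score, single doses, other references, a flow-cell covariate, the axis test within a flow cell, a replicate block and leaving out samples or compounds. Flow cells were read from the names the authors gave their tables. The replicate numbers of the DMSO samples come from the labels. Added after the data were seen were limma with voom weights on the whole read numbers, averaging the DMSO samples of each concentration, restricting the counts of differential genes per compound to a flow cell, and thinning every screen library to 5585570 reads.

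Coordinates are those of the deposited tables (hg19), set beside the GENCODE annotation of the same build. Compounds of the study other than those named here were not analysed here.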

Results

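Gene expression was measured by RNA-seq in FP-RMS cells after exposure to small molecules that act on chromatin. The 52 samples comprised a screen of 20 compounds (40 treated samples and 4 DMSO controls at 6 h), N1302 with its DMSO control at 6 h, and entinostat with DMSO at 1, 6 and 24 h. Depth, worked out from the TPM values, ranged from 5585570 to 40374053 reads per sample. It followed the flow cell. The 28 samples of flow cell C5JW5ACXX had a median of 10293142 reads and included no DMSO control, whereas the 6 samples of H144EBGXX had a median of 22916264 and the 4 samples of H0VWNAGXX a median of 34856933. Between 12604 and 14997 genes had a TPM of at least 1 in a sample.

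The screen's controls were compared first, because every screen value is relative to them. At each DMSO concentration, replicate 1 was sequenced on flow cell C4JM1ACXX and replicate 2 on H144EBGXX. Over 10369 genes with at least 100 reads in each of the 4 samples, the variance of the concentration difference was 3.54 times counting noise and that of the flow-cell difference 3.99 times. The interaction of concentration with flow cell was 1.02 times counting noise. Once flow cell was allowed for, the samples of 1 concentration thus agree within sampling noise, and they were counted as 1 sample in every mean ± SD below (n = 2 concentrations). The limma fits kept all 4, as fixed in advance. The limma counts between concentrations that follow therefore cannot separate an effect of concentration from a difference between single libraries. With limma, 0 genes differed between 0.2% and 0.1% DMSO at an adjusted p below 0.05, and 1548 genes had an unadjusted p below 0.05. With the replicate number as a block the numbers were 0 and 1768. Samples with the same replicate number deviated together, with a correlation of 0.31 across genes against -0.31 for different numbers, a sign pattern that this 2 by 2 layout forces to mirror. The alternative that moved this count most was limma with voom weights on whole reads, which called 15 genes.

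The comparisons addressed whether CR TFs, the factors that hold the tumour cell's identity programme, respond to inhibition of histone acetylation or of histone methylation. All 6 genes are annotated as protein coding, and each row of the tables is a gene body in build hg19. MYOD1 lies on chromosome 11 from 17741110 to 17743678, MYOG on chromosome 1 from 203052257 to 203055166, and SOX8 on chromosome 16 from 1031808 to 1036979. MYCN lies on chromosome 2 from 16080560 to 16087129, FOXF1 on chromosome 16 from 86544133 to 86548070, and PAX3 on chromosome 2 from 223064606 to 223163715. The annotation places MYOG and PAX3 on the minus strand and the other genes on the plus strand. In screen DMSO, expression was 578 ± 3.93 TPM for MYOG, 688 ± 7.89 TPM for SOX8, 55.1 ± 2.44 TPM for MYCN, 109 ± 5.82 TPM for FOXF1 and 41.2 ± 3.15 TPM for PAX3 (SD, n = 2). MYOD1 lay between 640 and 648 TPM in the 4 DMSO samples. The smallest number of reads behind any of these DMSO values was 851, for PAX3. A gene-level PAX3 value cannot separate the intact gene from the fusion transcript.

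CR TF scores of the 4 DMSO samples lay between -0.02 and 0.02. LAQ824, a pan-HDAC inhibitor, had the lowest score of the screen at -2.70, with -2.72 at 5 µM and -2.68 at 0.5 µM. The HDAC inhibitor WT161 scored -1.38, the bromodomain inhibitor bromosporin -0.96 and the CREBBP/EP300 bromodomain inhibitor SGC-CBP30 -0.88. MC1568 scored -0.52. OJI-1 (-0.35) and Merck60 (-0.21) fell within the range of the methylation-axis compounds, whose scores ran from -0.42 for UNC0638 to -0.06 for GSKLSD1. All 20 compounds scored below the lowest DMSO sample, including PFI-3 (-0.16). Most of them were sequenced on a flow cell without DMSO.

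**Figure D1:**
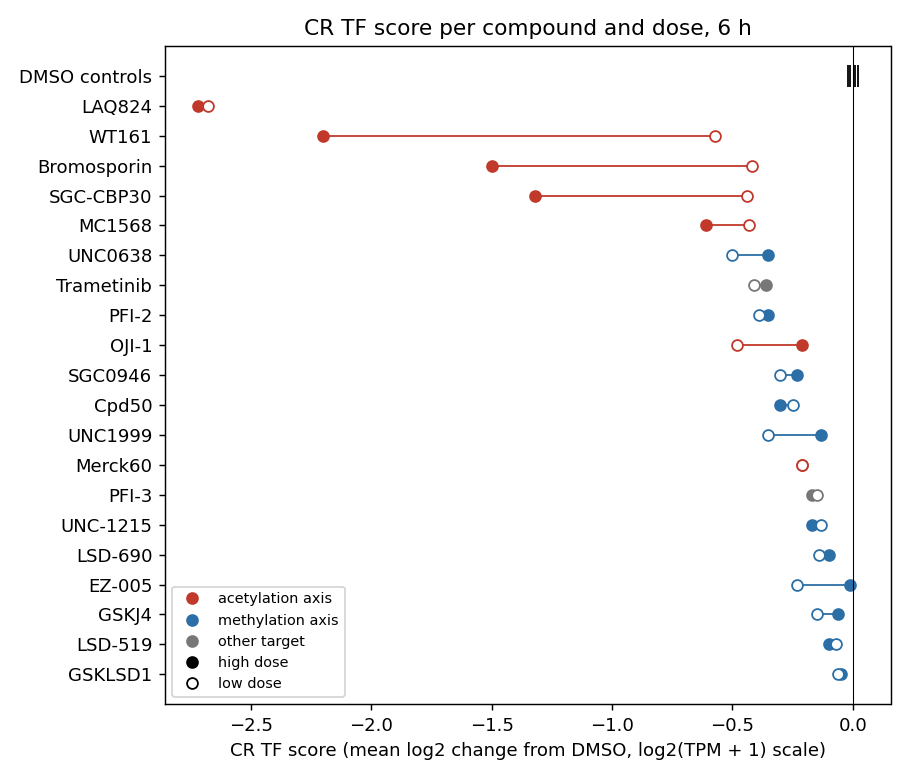
CR TF score of each screen compound (horizontal axis, mean log2 change from DMSO on the log2(TPM + 1) scale), with filled points for the high dose, open points for the low dose, colours for the axis, and vertical ticks for the 4 DMSO samples. LAQ824 lies near -2.7 at both doses, WT161 spans -2.20 to -0.57, and the methylation-axis compounds lie between -0.50 and -0.01.

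Across compounds, the mean score was -1.0 ± 0.85 on the acetylation axis (SD, n = 7) and -0.20 ± 0.12 on the methylation axis (SD, n = 11). The difference of -0.80 had an exact two-sided permutation p of 0.000534 over 31824 arrangements. Permutation takes the axes as exchangeable, so their unequal spread also enters this p and those below, which may be too small. Within flow cell C5JW5ACXX, which held 5 acetylation-axis and 7 methylation-axis compounds, the difference was -0.53 (exact permutation p = 0.0152, 792 arrangements). The other flow cells held compounds of a single axis, so axis and flow cell could not be told apart there. Leaving out LAQ824 moved the difference among all 18 compounds to -0.52 (exact permutation p = 0.00137).

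Raising the dose 10-fold changed the score by -0.51 ± 0.69 on the acetylation axis (SD, n = 7), with an exact sign-flip permutation p of 0.156, and 5 of 7 compounds scored lower at the high dose. WT161 changed by -1.63, bromosporin by -1.08 and SGC-CBP30 by -0.87, whereas OJI-1 changed by 0.26. On the methylation axis the change was 0.06 ± 0.10 (SD, n = 11; sign-flip permutation p = 0.0508), and 3 of 11 compounds scored lower at the high dose. Neither dose effect passed a p of 0.05 in these tests, which did not match doses to DMSO concentrations. The titles call the 0.2% controls high and the 0.1% controls low. Their scores were -0.019 and -0.010 at 0.2%, against 0.009 and 0.020 at 0.1%. Matching would thus raise every dose effect slightly. It was not run, so the borderline methylation-axis result stays open. A direct exact permutation test of the difference between axes (-0.57) gave p = 0.00984. That test takes the axes as exchangeable, so their unequal spread (SD 0.69 against 0.10) also enters its p, which may be too small.

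Single CR TFs were then tested for each compound against DMSO with limma. The fit treated both doses of a compound as replicates and pooled its error over the screen. Dose differences thus enter the SE, and a gene that did not pass may still have responded. Of 42 tests on the acetylation axis, 18 had an adjusted p below 0.05, against 2 of 66 on the methylation axis. Under LAQ824 all 6 genes fell. FOXF1 had a log2 fold change of -4.37 ± 0.41 (SE, adjusted p = 1.72e-09), MYOG of -3.50 ± 0.38 (adjusted p = 2.02e-08), MYOD1 of -3.12 ± 0.30 (adjusted p = 3.12e-09), MYCN of -2.13 ± 0.30 (adjusted p = 1.1e-06), PAX3 of -1.59 ± 0.26 (adjusted p = 6.88e-06) and SOX8 of -1.48 ± 0.14 (adjusted p = 2.59e-09). WT161 lowered 5 of the genes and bromosporin 4, and SGC-CBP30 lowered SOX8 and MYCN. MC1568 lowered SOX8, with a log2 fold change of -0.54. No CR TF passed under Merck60 or OJI-1. On the methylation axis the genes that passed were MYOD1 (-1.18 ± 0.30, adjusted p = 0.0065) and SOX8 (-0.71 ± 0.14, adjusted p = 0.00113), both under UNC0638. Trametinib lowered MYCN, with a log2 fold change of -1.55 ± 0.30 (SE, adjusted p = 0.00159). Its MYOG value was higher than DMSO at both doses, with a log2 fold change of 1.15 each, which did not pass (adjusted p = 0.0759).

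The number of genes called per compound had a median of 1217 on the acetylation axis and 42 on the methylation axis. LAQ824 had 4210 genes, of which 2296 were higher and 1914 lower than DMSO. Bromosporin had 2190, WT161 1747, MC1568 1217 and SGC-CBP30 314. OJI-1 had 20 and Merck60 10. On the methylation axis UNC0638 had 720 and Cpd50 381, and GSKJ4 had 1. With only the compound's own samples and DMSO in the fit, UNC0638 had 38, Cpd50 408 and GSKJ4 13. The ranges of the axes overlapped. Among compounds of flow cell C5JW5ACXX the medians were 314 and 42. Without a fold threshold the medians were 5439 and 284. With the other compounds of C5JW5ACXX as reference, for the compounds of that flow cell, they were 224 and 16.

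**Figure D2:**
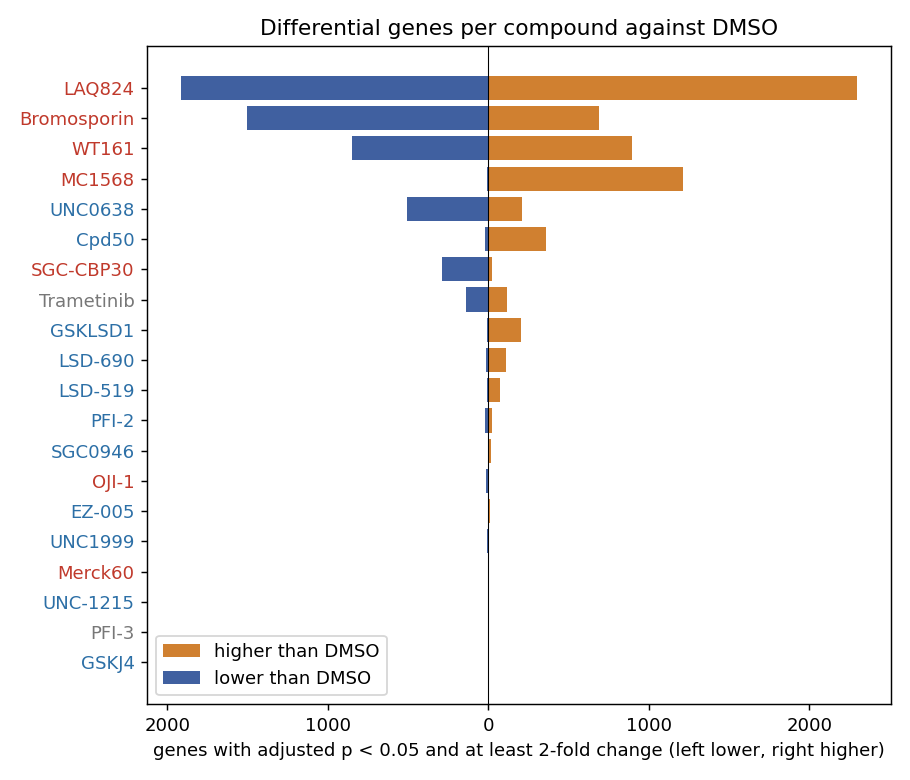
Number of genes per screen compound with a limma adjusted p below 0.05 and a change of at least 2-fold against DMSO (horizontal axis, genes), with bars to the right for higher and to the left for lower expression and red, blue and grey names for the acetylation axis, the methylation axis and other targets. LAQ824 has 2296 genes higher and 1914 lower, while MC1568 has 1212 higher and 5 lower.

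Which genes separate the axes was asked with limma on the compound means. No gene (0 of 16359) had an adjusted p below 0.05, although 5018 genes had an unadjusted p below 0.05 and the smallest adjusted p was 0.0568. The CR TF with the smallest adjusted p was MYCN, with a log2 difference of -0.95 ± 0.21 (SE, limma adjusted p = 0.0568). MYOG differed by -1.24 ± 0.33 and had the same adjusted p. With flow cell as a covariate, 0 genes passed and 2107 had an unadjusted p below 0.05. The count depended on the doses, the filter and the compounds used. With the high dose alone it was 1614 genes, and with a mean TPM of at least 5 it was 833. Leaving out MC1568, Merck60 or OJI-1 gave 2503, 2673 and 3056 genes, whereas 15 fits that each left out another compound gave 0.

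N1302 and entinostat each had 1 sample per condition, so these differences have no replicate check. N1302 at 1 µM gave a CR TF score of -2.28 at 6 h, and 0 of 10000 expression-matched lists of 6 genes fell as far. Small shifts pass this test too: in the screen it gave 0 lists for OJI-1 and 3 each for PFI-2 and SGC0946. MYOG went from 391 to 32.2 TPM, MYOD1 from 249 to 48.5 TPM and FOXF1 from 17.3 to 2.22 TPM. PAX3 went from 12.4 to 1.19 TPM on 418 and 28 reads, MYCN from 29.4 to 8.1 TPM, and SOX8 from 305 to 160 TPM. Scaling samples by their median ratio raised all N1302 values by 0.41 on the log2 scale relative to the mean of all samples and moved the score to -2.01.

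Entinostat at 1 µM gave a score of 0.07 at 1 h, which 9799 of 10000 matched lists equalled or fell below. The score was -0.67 at 6 h and -1.58 at 24 h, and at both times 0 of 10000 lists fell as far. At 24 h the log2 fold changes were -2.34 for MYOG, -2.34 for FOXF1, -2.20 for SOX8, -1.69 for MYOD1 and -1.25 for MYCN, whereas PAX3 was 0.35 above its DMSO. At 6 h they ranged from -1.01 for FOXF1 to -0.26 for PAX3, with -0.89 for SOX8, -0.76 for MYCN, -0.67 for MYOD1 and -0.42 for MYOG. At 1 h the 6 genes lay between -0.06 for FOXF1 and 0.28 for MYCN. The 6 h score depended on its control: with both 6 h RH4-titled DMSO samples as reference it was -0.22. The added sample came from the N1302 experiment, where all 6 CR TFs were lower in DMSO than in the time course at 6 h. MYOD1, for example, was at 249 against 405 TPM and FOXF1 at 17.3 against 58.8. The value of -0.22 thus mixes the treatment with a difference between experiments.

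**Figure D3:**
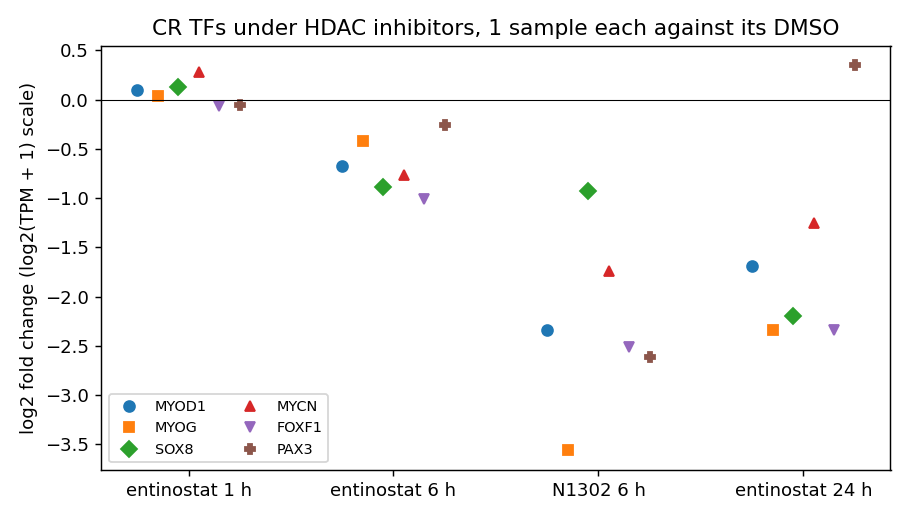
Log2 fold change of the 6 CR TFs (vertical axis, log2(TPM + 1) scale) under entinostat at 1, 6 and 24 h and N1302 at 6 h, each point 1 treated sample against 1 DMSO sample. Values lie near 0 at 1 h; at 24 h 5 genes lie between -2.34 and -1.25 and PAX3 lies at 0.35.

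The overlap of LAQ824, Merck60 and N1302 asked whether chemically different HDAC inhibitors change the same genes. At 2-fold, LAQ824 lowered 1939 genes and raised 2387, N1302 lowered 3158 and raised 1903, and Merck60 lowered 65 and raised 103. Changed in all 3 were 3 genes down and 7 genes up, and none of the 6 CR TFs was among them. The 3 shared down were MIR6875 (mean log2 fold change -1.63; chromosome 7, 100465658 to 100465729), MIR649 (-1.34; chromosome 22, 21388465 to 21388561) and MIR27B (-1.30; chromosome 9, 97847727 to 97847823). The highest 3 shared up were MIR548H4 (2.62; chromosome 15, 69116303 to 69489862), SNORD144 (2.5; chromosome 4, 83819293 to 83819378) and MIR4467 (2.13; chromosome 7, 102111916 to 102111978). These 6 small RNA genes rested on 0 to 44 reads per sample. SNORD144 had 38 and 41 reads under LAQ824 and 19 and 14 under Merck60, against 1 to 3 in the screen DMSO samples, but 1 read under N1302 and 0 in its DMSO sample. MIR6875, MIR649 and MIR27B had at most 5 reads in any of these samples, so their changes rest on very few reads. The annotation places a gene named MIR548H4 on chromosome 8, unlike the deposited table, and that row is uncertain. Not all genes shared up were small RNA genes. Outside the naming rule, CTGF was shared up, with log2 fold changes of 1.93 under LAQ824, 1.07 under Merck60 and 1.57 under N1302. A threshold of 1.5-fold gave 43 genes down and 92 up.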

Values the study reported

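The study profiled 23 compounds by RNA-seq after 6 h of treatment. For LAQ824, Merck60 and NS1302 it gave an overlap of 45 upregulated genes and of 466 downregulated genes.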

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

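Both flow-cell tests in this part were chosen after their values had been seen; the depth tests were fixed before. Both results below were picked out of 8 checks for a distant compound and 1 test between axes. How often such checks pick out a compound by chance was not measured.

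Under LAQ824 FOXF1 changed by -4.37 on the log2 scale, lower than under the other acetylation-axis compounds, of which WT161 was nearest at -1.90 as the mean of its doses. At the high dose LAQ824 was at -4.30 and WT161 at -3.31; at the low dose LAQ824 was at -4.44, WT161 at -0.48 and the next lowest compound, SGC-CBP30, at -0.68. Depth was tested by thinning every screen library to 5585570 reads, after which the LAQ824 value was -4.50 and still stood apart. Thinning moved the other compounds little too, with WT161 at -1.80 and MC1568 at -0.68 afterwards, so it says little about depth. A shift of the flow cell was tested with MC1568, which was sequenced on the flow cell of LAQ824: its FOXF1 change was -0.71, within the range of compounds from another flow cell. Both doses of LAQ824 showed the fall, on 123 and 129 reads. A stronger response of FOXF1 to LAQ824 and a difference in potency at the doses used both remain as hypotheses after these 2 tests; other technical explanations were not tested.

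The dose effect on the CR TF score differed between axes by -0.57 (exact permutation p = 0.00984), with lower scores at the high dose in 5 of 7 acetylation-axis and 3 of 11 methylation-axis compounds. Thinning all screen libraries to one depth gave -0.56 (exact permutation p = 0.0136). Within flow cell C5JW5ACXX the difference was -0.76 (exact permutation p = 0.0316, 5 against 7 compounds). Neither check weighs much: both doses of every compound shared a flow cell, so a flow-cell shift cancels in the dose effect, and thinning moves well-covered genes little. These tests could hardly have come out otherwise, so they leave open a technical effect that differs by dose. Such an effect shared by all compounds would also act on the methylation axis, where changes ran from -0.05 to 0.22. WT161 (-1.63), bromosporin (-1.08), SGC-CBP30 (-0.87) and MC1568 (-0.19) lay below that range. LAQ824 (-0.04) and Merck60 (0) lay within it, and OJI-1 (0.26) above. These values argue against a shared effect, but not against a technical effect limited to some compounds. A dose response of WT161, bromosporin and SGC-CBP30 remains as a hypothesis beside the latter. The acetylation axis taken alone did not pass its own test, and the unequal spread of the axes also enters the p of their difference.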

How the results depend on the processing

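The alternatives were fixed before the data were examined, except voom on whole reads, averaged DMSO samples, the restriction of gene counts to a flow cell and thinning. The cause of each change below was not tested.

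The axis difference in CR TF score kept its direction and its side of 0.05 under every alternative run. It ranged from -1.09 with the high dose alone to -0.51 with the low dose alone. Thinning gave -0.82, and counting PFI-3 on the acetylation axis gave -0.69 (exact permutation p = 0.0018). The 18 fits that each left out a compound ranged from -0.93 to -0.52. The acetylation-axis dose effect stayed above 0.05 under all 4 alternatives. The methylation-axis dose effect (0.06) passed with median-ratio scaling (0.09, permutation p = 0.0225) but not with a pseudocount of 0.1 (0.07, p = 0.0508), 21 genes (0.06, p = 0.209) or 4 factors (0, p = 0.924).

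The score of N1302 (-2.28) was -2.49 with a pseudocount of 0.1, -2.01 with median-ratio scaling, -2.14 with 4 factors, -2.03 with all 21 genes and -2.73 with both 6 h RH4-titled DMSO samples. Entinostat at 1 h (0.07) gave 0.14 with 4 factors and 0.10 with 21 genes. At 6 h (-0.67) it gave -0.54 with scaling, -0.25 with 21 genes and -0.22 with both DMSO samples. At 24 h (-1.58) it gave -1.60 with the pseudocount, -1.49 with scaling, -1.87 with 4 factors and -0.52 with 21 genes. The 15 added genes came from a figure ranked by the response to HDAC inhibitors, so the 21-gene set is circular for these compounds.

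Scores of single compounds changed sign in 11 of 214 cases. With the median of the C5JW5ACXX compounds as reference, LSD-519 scored 0.18, EZ-005 0.15, LSD-690 0.15, PFI-3 0.11, Merck60 0.06, UNC1999 0.03 and SGC0946 0.00. That reference is the middle of the 14 compounds scored against it, so some of them must score above 0. Sign changes under it therefore say nothing about the stability of the scores. With 21 genes GSKLSD1 scored 0.09, EZ-005 0.06, LSD-519 0.02 and Merck60 0.01. A further 84 scores moved by more than the SD of the 4 DMSO samples (0.017) and 119 did not. These samples behaved as 2 libraries, so that SD is a narrow yardstick and does not measure variation between cultures.

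The median number of differential genes over 20 compounds (103.5) was 57 with a mean TPM of at least 5, 486 without a fold threshold and 67.5 with averaged DMSO. For the acetylation axis (1217) it was 1940 with a pseudocount of 0.1, 537 with the TPM filter, 5439 without a fold threshold, 2172 with voom on whole reads, 224 against the other C5JW5ACXX compounds and 314 for those compounds against DMSO. For the methylation axis (42) it was 92 with the pseudocount, 19 with the TPM filter, 284 without a fold threshold, 21 with averaged DMSO and 16 against the other C5JW5ACXX compounds. Of 268 counts for single compounds, 79 moved by more than 1.5 times.

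Axis genes numbered 0, but 833 with a mean TPM of at least 5 and 1614 with the high dose alone; the 18 fits that each left out a compound ranged from 0 to 3056 genes, with 0 in 15 of them. Genes between DMSO concentrations numbered 0, and 0 with the replicate block, but 1 without a filter, 3 with the TPM filter and 15 with voom. A fit leaving out a DMSO sample there would have had 1 labelled sample in an arm and was not run. As the samples of 1 concentration behaved as 1 library, none of these counts decides whether concentration matters.

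Genes shared by the HDAC inhibitors (3 down, 7 up) numbered 28 and 97 with a pseudocount of 0.1, 43 and 92 at 1.5-fold, 13 and 17 with the high dose alone, and 0 and 4 with a mean TPM of at least 5. With both 6 h RH4-titled DMSO samples 3 were up.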

Other observations

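The flow-cell test of the axis difference was planned before the data were examined, though its expected outcome was written down after the scores were seen. The flow-cell test of the methylation-axis scores, the tests of the DMSO libraries and of even read numbers, the cell-line comparison and the counts of splits at unadjusted p were chosen after the results they bear on were seen; the other tests were fixed before their values were known.

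The lower CR TF scores of the acetylation axis may reflect flow cell or depth. Within flow cell C5JW5ACXX the difference was -0.53 (exact permutation p = 0.0152), and with every screen library thinned to 5585570 reads it was -0.82 (exact permutation p = 0.000471). The difference stayed within the flow cell. Thinning moves well-covered genes little, so it says little about depth. Methylation-axis libraries spanned the depth of the screen, from 5585570 to 40374053 reads. Their scores at single doses stayed between -0.50 and -0.01. Acetylation-axis libraries lay within that depth, from 6732829 to 31182113 reads. These values argue against depth as the source of the difference for these compounds. For the gene-level comparison, 101 of 101 splits of the 18 compounds, the real one included, gave at least the observed 0 genes at an adjusted p below 0.05, which carries no information. Counting unadjusted p below 0.05 instead, only 1 of the 101 splits, the real one, reached 5018 genes; the highest of the others had 4044 and their median was 531. Those splits ignore flow cell, which partly coincides with axis. With flow cell in the model the real split had 2107 genes, and 2 of 101 splits in which only C5JW5ACXX compounds changed axis, the real one included, had as many; the highest of the others had 2302 and their median was 509.5. In LAQ824, a general fall of highly expressed genes was tested with matched lists, and 0 of 10000 fell as far as the CR TFs. Compounds with small scores were also extreme in this test, with 0 lists for OJI-1, 3 for PFI-2, 3 for SGC0946, 31 for PFI-3 and 50 for UNC-1215, so it does not measure the size of an effect.

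All 11 methylation-axis compounds scored below the lowest DMSO sample. A shift of the flow cells without DMSO was tested as the reason. The methylation-axis compounds sequenced beside DMSO, Cpd50 and GSKJ4, had a mean score of -0.19, against -0.23 for the 7 on C5JW5ACXX. UNC-1215 and GSKLSD1, on H0VWNAGXX, which also held no DMSO, scored -0.15 and -0.06. Such a shift therefore does not account for the scores of Cpd50 and GSKJ4. A real effect cannot be told apart from handling differences between treated and control wells, which were not tested.

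The 4 screen DMSO samples behaved in counting noise as 2 libraries. The concentration by flow cell interaction had 1.02 times the variance of counting noise, which is consistent with 1 library per concentration sequenced on 2 flow cells. In that case the screen has 2 independent controls, and averaging them left a median of 67.5 differential genes per compound in place of 103.5.

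In 3 screen libraries (the high doses of bromosporin, Merck60 and PFI-2) between 72.2% and 76.4% of read numbers from 1 to 10 were even, against 37.9% to 42.1% in the other 49 libraries. Counting both mates of a pair singly is a candidate explanation. It predicts that the excess fades at high numbers, where a few unpaired mates are enough to make odd and even numbers equally frequent, and at 1000 reads or more the share was at most 52.7%. If so, the depth of these libraries in fragments is lower than the read numbers give. No biological explanation was tested.

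PAX3 fell in the low-dose samples of OJI-1 (-1.18) and UNC0638 (-1.06) but by less or not at all at the high dose. A bias against long genes is a candidate technical cause. Across 9701 genes, which are not independent replicates, the Spearman correlation of change with gene length was -0.35 and -0.34 in these samples. It ranged from -0.27 to 0.39 in the other 38 treated screen samples. The -0.27 was the high dose of OJI-1, where PAX3 changed by -0.36, whereas the high dose of UNC0638 had 0.20. Length here is the one implied by read numbers and TPM. By it PAX3 (418 reads at 12.4 TPM in the N1302 experiment's DMSO) was close to MYCN (899 at 29.4) and SOX8 (9356 at 305). At the low dose of OJI-1 MYCN changed by -0.42 and SOX8 by -0.36. At that of UNC0638 they changed by -0.07 and -0.67. These values argue against length bias alone as the source of the PAX3 falls. Whether RNA quality, library quality or the compound lies behind them stays open. For OJI-1 both doses leaned the same way, so a link to the compound is not excluded.

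Merck60 is labelled as an HDAC inhibitor, yet its CR TF score of -0.21 lay in the range of the methylation axis. Whether its samples show any HDAC inhibitor response was tested by correlating its changes with those of N1302, which has a separate control. Across 11106 genes, which are not independent replicates, the Pearson correlation was -0.10, against 0.76 for LAQ824 and -0.30 to 0.09 on the methylation axis. Other compounds labelled as HDAC inhibitors gave 0.61 (WT161), 0.25 (MC1568) and 0.04 (OJI-1), and the bromodomain inhibitors bromosporin and SGC-CBP30 gave 0.42 and 0.22. The measure is thus not specific to HDAC inhibition. The study describes Merck60 as selective for HDAC1 and HDAC2, with an effect on growth only after prolonged exposure. At 6 h it reports no significant effect on the CR TFs as a set, but lower SOX8, MYOD1 and MYCN. At the high dose here these changed by -0.54, -0.35 and -0.57. The low score is thus not at odds with the study's own 6 h result. The Merck60 changes did not resemble those of N1302. These values alone cannot tell a lack of HDAC inhibition from inhibition of fewer HDACs, a slower compound or a mislabelled sample, which were not tested here.

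The count of shared genes down was 3 here. That is lower than the value quoted from the study above. The count of shared genes up was 7 here. That is lower than the value quoted from the study above. With a pseudocount of 0.1 the count up was 97 and at 1.5-fold it was 92, both higher than the quoted value. Genes of every type were counted here, and the 3 shared down were all small RNA genes. The study's figure legend speaks of protein-coding genes. The counts are thus not on the same basis. For genes up, the side of the quoted value depended on the settings. For genes down it did not: every setting run gave between 0 and 43, below the quoted value. In no setting run were fewer genes shared up than down, whereas the study reported fewer up than down. The study states that its shared genes down included CR TFs. None of the CR TFs scored here was shared at 2-fold. Settings that were not run stay open. The threshold behind the quoted counts was not known.

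The titles of the screen samples name RH41 and their cell-line label names RH4. Genes at a TPM of at least 10 in one set of controls and at most 0.5 in the other numbered 6 between the screen and the time course, 17 between the screen and the DMSO sample of the N1302 experiment, and 4 between the last and the time course. Correlations of mean log2 expression were 0.978, 0.941 and 0.960. Another cell line may lie behind the differences, but the RH4-titled experiments differed from each other on a similar scale, so the test leaves this open.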
